A study of Mus musculus with 4 samples. Its data were reported in "A signal-responsive cooperative transcription factor network determines alveolar macrophage identity" (2026).

How the data were processed

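The samples were alveolar macrophages (AMs), the resident macrophages of the lung airspaces, obtained from mouse lungs by bronchoalveolar lavage and cell sorting. Binding of SMAD4, the shared partner of the receptor-activated SMAD proteins that carry TGFβ signals to the nucleus, was measured by HT-ChIPmentation, a chromatin immunoprecipitation in which the transposase Tn5 adds the sequencing adapters while the chromatin is still on the beads. The labels describe 4 samples: 2 immunoprecipitated SMAD4 libraries and 2 input libraries prepared without the antibody. Replicate numbers were given in accession order and pair no immunoprecipitation with an input. Peak lists of the 2 SMAD4 libraries were analysed. The input libraries have no values of their own here and enter only through the control level behind each peak.

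The authors trimmed reads with Cutadapt, aligned them to the mouse build mm10 with Bowtie2, marked duplicates with PICARD, and kept non-duplicated, properly paired reads of high mapping quality with samtools. They called peaks with MACS3 at a q-value limit of 0.05, with input as control. MACS3 compares the number of fragments stacked at each position (the pileup) with the number that a control level predicts under a Poisson distribution. Peaks were called in each sample separately, and the lists were not pooled. Each deposited peak has a fold ratio of the summit pileup over the control level, a −log10 p and a −log10 q at the summit, a score, and the distance of the summit from the peak start. The score that the authors deposited is 10 times the −log10 q, cut to a whole number, and was not used further. Fold enrichment, p and q are the authors' own values for a peak. They served here to describe, rank and filter peaks, and were not tested as measurements of single loci.

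The reference was the RefSeq release of GRCm38, the assembly that mm10 names. All peak ends lay within its chromosome lengths. Both lists covered the same 20 chromosomes, 1 to 19 and X. Coordinates are given 1-based in mm10. Gene models were 45657 curated RefSeq transcripts of 26089 genes, a set that leaves out predicted transcripts. The summit of a peak, or the mean of both summits in a shared region, was assigned in this order to a promoter (1 kb upstream to 100 bp downstream of a transcription start site, TSS), a transcription termination site (TTS, 100 bp upstream to 1 kb downstream), an exon, an intron or intergenic sequence. These are the default definitions of HOMER, the annotation tool the study used. The nearest gene was the gene with the closest TSS.

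Sequencing totals were not used here. Depth was taken from the peak values instead. Fold enrichment equals the summit pileup plus 1 over the control level plus 1, and p follows from the same numbers, so that both were solved for the pileup and the control level. All peaks of both lists gave a whole pileup within 0.02 fragments. The control level was at the genome-wide background at 79.3% of summits in replicate 1, with a level of 2.08 fragments, and at 80.8% of summits in replicate 2, with a level of 1.22. With the narrowest peak width of each list (120 and 119 bp) taken as its fragment length, which is an assumption, these levels put the depth of replicate 1 at 1.69 times that of replicate 2. On pileups simulated for all 16369 and 19015 peaks, 100% were recovered.

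A shared region was the merged interval of peaks of both lists that overlapped by at least 1 bp. Overlap was compared with 1000 random placements of the peaks of 1 list on their own chromosomes outside assembly gaps (bedtools 2.31.1, shuffle without overlap between placed peaks), in both directions, as a one-sided permutation test. In simulated lists with 6000 planted partners, 6000 were found, and a randomly placed list gave 1.11 times the mean of its own 100 placements (one-sided permutation p = 0.178). Rank agreement was Spearman's rho across shared regions, with a 95% interval from 1000 bootstrap draws. Feature shares have exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only, since peaks of a library are not independent replicates. They were set beside 100000 random positions outside gaps. Promoter shares of shared and unshared peaks were compared within each list by two-sided Fisher's exact tests.

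Consensus strings (13) were searched on both strands in windows of 100 bp each side of the summits of shared regions and in 1 flank window per region, of the same size, centred 1 kb away on a randomly drawn side. Pairs were compared by two-sided exact McNemar tests with Benjamini-Hochberg adjustment over the 13 strings. Gene panels were compared with 10000 random panels of protein-coding genes matched on gene length, one-sided and two-sided, with Benjamini-Hochberg adjustment over the 4 panels. In a simulation, 3% of 200 panels drawn without an effect had a one-sided p under 0.05. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and pysam 0.24.0.

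The tests, the consensus strings, the panels and the alternatives were fixed before the data were examined, except 3 alternatives (for rank agreement, for permuted strings and for the RXR-bound panel) and the tests named in the closing section. So was the rule for naming genes: the 12 loci that the study shows, the 5 shared regions with the largest fold enrichment in the weaker of the 2 replicates, and panel members only as having or lacking a shared region. The members of the TGFβ and SMAD panel are not reported here one by one. Genes named outside this rule are said to be so. Alternatives covered the peak threshold, the overlap rule, list lengths, the random placement, the promoter definition, the gene models, window sizes, flanks, gene assignment, matching, and each replicate left out in turn.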

Results

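AMs depend on signals of the alveolar niche, among them TGFβ, and the study asked where the TGFβ effector SMAD4 binds in these cells and which macrophage genes lie near its binding sites. HT-ChIPmentation of SMAD4 was performed on AMs from wild-type mice in 2 replicates, with 2 input libraries as controls. There was no second condition, so the comparisons were between the replicates, between bound and unbound sequence, and between gene sets.

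Replicate 1 had 16369 SMAD4 peaks and replicate 2 had 19015, a mean of 17692 ± 1871 (SD, n = 2). The peaks covered 5.08 Mb in replicate 1 and 6.13 Mb in replicate 2, or 0.199% and 0.239% of the sequenced bases of the genome. Their median widths were 233 bp and 256 bp. All peaks passed a q-value of 0.05, with a largest q of 0.0434 in replicate 1 and 0.0467 in replicate 2. The median fold enrichment over the control was 5.52 in replicate 1 and 6.77 in replicate 2, and the highest values were 54.0 and 96.1. Fold enrichment and q are the authors' values for each peak. Across the lists, folds were only ranked or set side by side, and no difference in binding between the replicates was read from them. The folds rest on few fragments. The median peak had 17 fragments stacked at its summit in replicate 1 (interquartile range 13 to 24) and 14 in replicate 2 (11 to 23), and the weakest peaks had 9 and 7. Replicate 1 was an estimated 1.69 times deeper by the background level and had fewer peaks. The count was most sensitive to a minimum fold enrichment of 5, which left 9854 peaks in replicate 1 and 14621 in replicate 2.

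To determine how far the 2 libraries located the same sites, peaks that overlapped by at least 1 bp were merged. This gave 10964 shared regions, 46.2% of the 23729 regions in the union of both lists. In replicate 1, 11362 peaks had a partner (69.4%, exact 95% interval 68.7 to 70.1), as did 11257 peaks in replicate 2 (59.2%, 58.5 to 59.9). Such intervals cover counting error only, as peaks are not replicates. The mean share was 64.3% ± 7.22 (SD, n = 2). Summits within a shared region lay a median of 49 bp apart. When the peaks of replicate 1 were placed at random on their own chromosomes, a mean of 80 ± 9.43 (SD of 1000 placements) overlapped a peak of replicate 2, against the 11362 observed. Placement of replicate 2 gave 79.5 ± 8.83 overlaps against 11257. The one-sided permutation p was 0.001 in both directions, the smallest that 1000 placements can give. This test compares the 2 lists with each other, not conditions. The number of shared regions moved most when only the 5000 peaks with the smallest q of each list were used, which left 3964.

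The share of peaks with a partner depended on peak strength. Among the 10% of peaks with the lowest fold enrichment, 31.3% had a partner in replicate 1 (29.0 to 33.6) and 19.2% in replicate 2 (17.4 to 21.0). Among the 10% with the highest, all 1636 peaks of replicate 1 and all 1901 of replicate 2 had one. Peaks without a partner were also narrow, with median widths of 138 bp in replicate 1 and 153 bp in replicate 2, compared with 323 bp and 380 bp for peaks with a partner. Their median summits held 13 and 11 fragments.

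**Figure D1:**
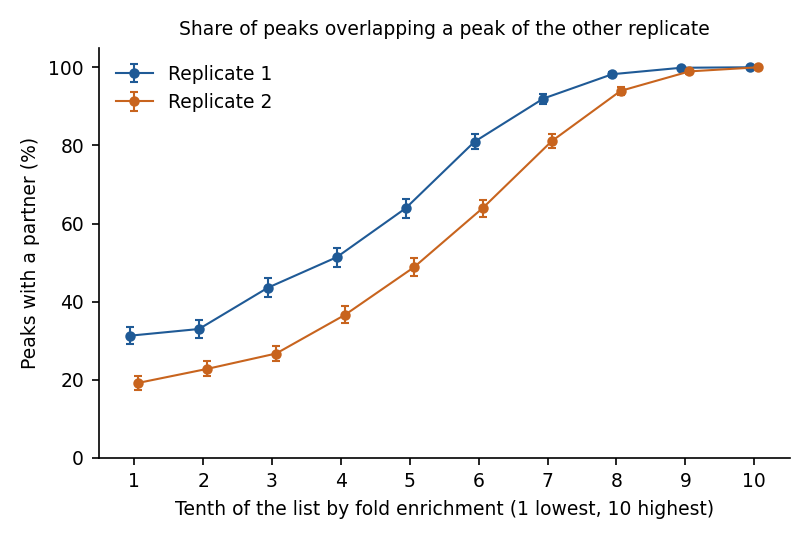
Share of SMAD4 peaks (%) that overlap a peak of the other replicate by at least 1 bp, for groups of a list's peaks ordered from the lowest (1) to the highest (10) fold enrichment within that list. Bars are exact 95% binomial intervals (counting error only), and the share climbs from 31.3% to 100% in replicate 1 and from 19.2% to 100% in replicate 2.

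Across the 10964 shared regions, the fold enrichment of the strongest peak of each replicate ranked similarly, with a Spearman rho of 0.782 (bootstrap 95% interval 0.773 to 0.791). Regions are not independent replicates, and no p-value was computed. Pearson's r of the log2 values was 0.842.

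**Figure D2:**
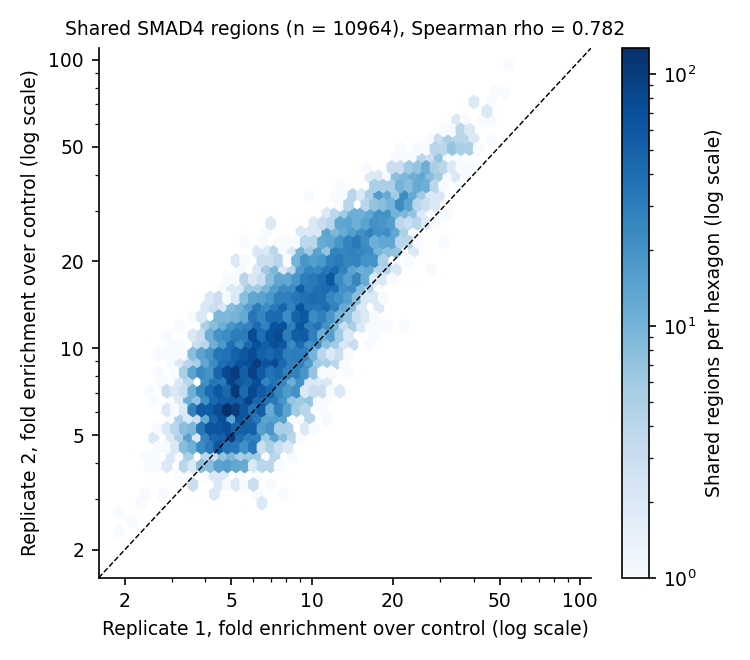
Fold enrichment over the control in replicate 1 (horizontal, log scale) and replicate 2 (vertical, log scale) for the 10964 shared regions, as counts of regions per hexagon, with a dashed line of equal values. The ranks correlate at a rho of 0.782, and the lists have different background levels (2.08 and 1.22 fragments), so the line does not mark equal binding.

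The study describes binding sites by genomic feature. Of the shared regions, 49.3% were intronic (exact 95% interval 48.4 to 50.3), 40.5% intergenic (39.5 to 41.4) and 6.42% in promoters (5.97 to 6.90). Exons held 2.49% and TTS 1.3%. Random positions were intronic in 36.9%, intergenic in 58.2% and promoter in 1.19%, so that shared regions were in promoters 5.38 times as often and in introns 1.34 times as often. Over all peaks of each list, the promoter share was 6.60% ± 1.94 (SD, n = 2) and the intron share 46.8% ± 0.476, and both replicates were above the random share for either feature. The intergenic share was 42.9% ± 2.78, below the random share in both replicates. The promoter share moved most with a definition of 3 kb either side of a TSS, to 17.6% against 5.93% of random positions, which lowered the ratio from 5.38 to 2.96. The median distance from a shared region to the nearest TSS was 18041 bp, and the nearest genes numbered 5457.

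**Figure D3:**
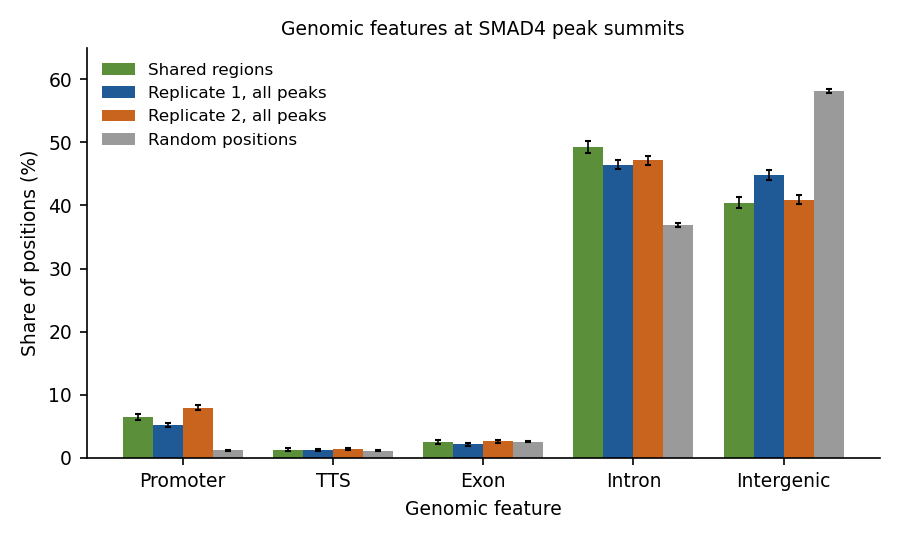
Share (%) of shared regions, of all peaks of each replicate and of random positions in each genomic feature, by the position of the summit. Bars with exact 95% binomial intervals (counting error only) show promoters at 6.42% of shared regions and 1.19% of random positions.

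Promoter shares of shared and unshared peaks were compared within each list. In replicate 1, 6.48% of the 11362 shared peaks and 2.4% of the 5007 unshared peaks were in promoters (odds ratio 2.82, two-sided Fisher's exact p = 7.92e-31). In replicate 2 the order was the opposite, with 6.42% of the 11257 shared and 10.2% of the 7758 unshared peaks in promoters (odds ratio 0.604, two-sided Fisher's exact p = 6.37e-21). The replicates therefore gave no common direction, and the odds ratios stayed on opposite sides of 1 when peaks were matched on fold enrichment (3.56 and 0.530). The unshared peaks of replicate 1 also differed in base composition. Their summit windows had a mean GC content of 32.0%, compared with 43.3% in the unshared peaks of replicate 2 and 43.4% and 43.9% in the shared peaks of replicates 1 and 2.

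To determine which factors' sequences accompany SMAD4 binding, 13 consensus strings were compared between summit and flank windows of 10962 shared regions by two-sided exact McNemar tests, with p adjusted over the list alone. Flanks were not matched on chromatin accessibility. The comparison therefore cannot tell strings particular to SMAD4 sites from strings common to open chromatin in AMs. CEBP (TTRYRYAA) was present in 23.6% of summit windows (exact 95% interval 22.8 to 24.4) and 5.01% of flanks (4.61 to 5.43), a ratio of 4.72. It occurred in the summit window alone in 2457 regions and in the flank alone in 417 (exact McNemar −log10 p = 349.6). PU.1 (GAGGAAGT) was present in 8.0% of summit windows and 1.57% of flanks (ratio 5.10, exact McNemar test, adjusted p = 5.32e-119), and the ELF5-type ETS string (CAGGAAGT) in 5.62% and 1.54% (ratio 3.64, adjusted p = 7.90e-61). AP-1 (TGASTCA) had a ratio of 2.36 and RUNX (TGTGGTY) of 1.92, with adjusted p of 3.13e-55 and 8.45e-69. STAT5 (TTCYNRGAA, 1.52), the bHLH E-box (CACGTG, 1.44) and the nuclear receptor element AGGTCA (1.3) had smaller ratios, with adjusted p of 9.00e-09, 2.64e-06 and 2.26e-14. The peaks of replicate 1 alone gave an E-box ratio of 1.12 that missed the threshold (exact McNemar test, adjusted p = 0.128; range over the flank-based alternatives 2.37e-09 to 0.128). The alternative that moved the family most replaced flanks by 20 permuted strings of the same bases per motif, whose smallest possible permutation p is 0.0476. By the share of summit windows, which depends on how common a string is in the genome, 6 strings exceeded all their permuted strings (CEBP, PU.1, the ELF5-type string, RUNX, DR1 and CTCF). By the ratio of summit to flank share, a comparison chosen after the data were seen, 5 did (CEBP, PU.1, the ELF5-type string, AP-1 and STAT5). CEBP, PU.1 and the ELF5-type string passed both ways, and AGGTCA, the E-box and the SMAD palindrome neither way.

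The strings of SMAD itself were weak or rare. The paper, by contrast, reports from a HOMER motif analysis that its SMAD4 peaks were enriched for motifs of SMAD4, RXRs and PPARs. Exact strings set against flanks are a different measure from that analysis, so a string not detected here does not contradict it. GTCTGG was present in 11.2% of summit windows (10.6 to 11.8) and 10.4% of flanks (9.88 to 11), a ratio of 1.08 that did not pass the threshold (exact McNemar p = 0.0647, adjusted p = 0.0841). It passed with flanks 5 kb away, at a ratio of 1.17 (exact McNemar test, adjusted p = 6.90e-05), and with windows of 200 bp each side (1.07, adjusted p = 0.0101), and was 0.987 with the peaks of replicate 1 alone, where its adjusted p was highest (0.720). The palindrome GTCTAGAC was in 51 summit windows (0.465%) and 20 flanks (0.182%), a ratio of 2.55 (exact McNemar test, adjusted p = 0.000438), but its summit share was close to that of permuted strings of the same bases (1.02 times their mean), and 4 of the 20 had a summit to flank ratio as high. By exact McNemar tests, no difference was detected for RBPJ (GTGGGAA, 454 summit windows and 451 flanks, adjusted p = 0.946), for the PPAR-RXR DR1 string (RGGNCANAGGKCA), which was in 32 summit windows and 27 flanks (adjusted p = 0.653), or for CTCF (CCASYAGRKGGC, 24 and 13 windows, adjusted p = 0.117). RBPJ passed with flanks matched on GC content (ratio 1.19, exact McNemar test, adjusted p = 0.0162; range over the flank-based alternatives 0.0162 to 1). CTCF passed with the peaks of replicate 2 alone (ratio 3.09, exact McNemar test, adjusted p = 2.03e-06) and with windows of 200 bp each side (2.33, adjusted p = 0.00158; range 2.03e-06 to 1). In all, 9 of the 13 strings were more frequent at summits and none was less frequent. Mean GC content was 43.7% ± 6.49 (SD over 10962 windows) at summits and 44.4% ± 8.14 in flanks.

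**Figure D4:**
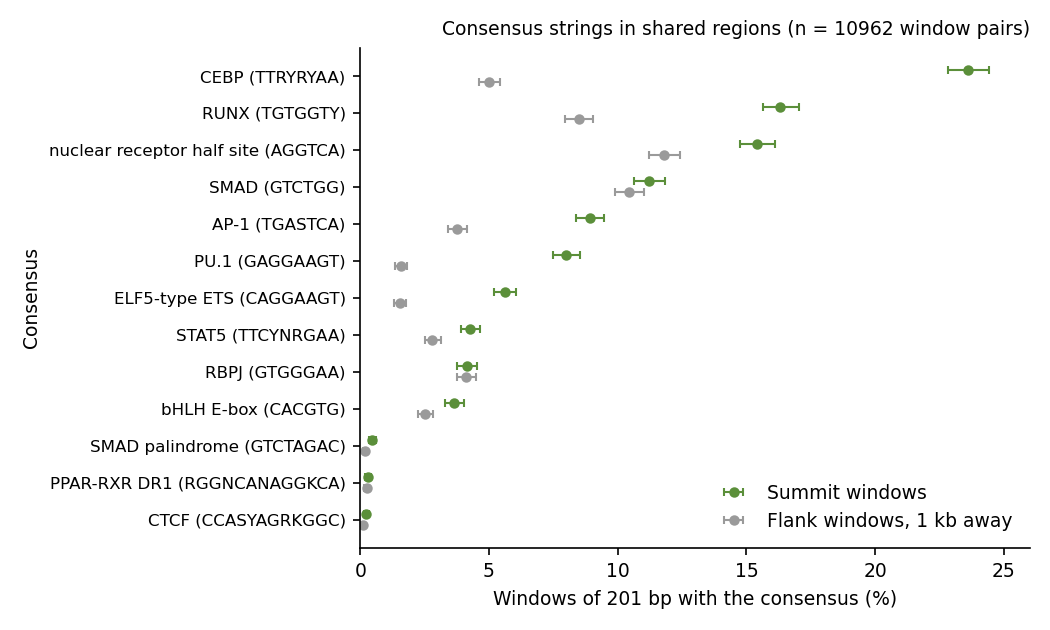
Share (%) of windows of 100 bp each side that hold each consensus string, at summits of shared regions and in flanks 1 kb away, with exact 95% binomial intervals (counting error only). CEBP shows the widest separation (23.6% against 5.01%), while GTCTGG (11.2% against 10.4%) and RBPJ (4.14% against 4.11%) overlap.

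The strongest shared region, by the smaller fold of the 2 replicates (a ranking that depends on the background level of each list), was on chromosome 10 at 117301315 to 117302642 (mm10, as all coordinates), in intergenic sequence 9122 bp upstream of a TSS of Lyz1. Its fold enrichment was 54.0 in replicate 1 (180 fragments at the summit) and 96.1 in replicate 2 (212 fragments). A CEBP string, TTACACAA, lay at 117301951 to 117301958. The next region was on chromosome 1 at 184535817 to 184537063, in an intron, with 1700112H15Rik as the nearest gene and folds of 52.3 and 79.9. Its summit window held the CEBP strings TTGCATAA at 184536571 to 184536578 and TTGCACAA at 184536581 to 184536588. The others were intergenic: chromosome 5 at 123831773 to 123833143 near Hcar2 (folds 49.4 and 77.6), chromosome 7 at 43545444 to 43546683 near Cd33 (48.1 and 69.9), and chromosome 12 at 111560558 to 111561606 near 2810029C07Rik (46.4 and 54.7). The Hcar2 and Cd33 regions also held a CEBP string within the summit window. The summit window of the region near 2810029C07Rik held none of the 13 strings, and the rest of that region was not searched.

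The study drew conclusions from binding near 12 loci. Of these, 11 had at least 1 shared region nearest to their TSS, 47 regions in all, of which 33 were intronic, 8 intergenic, 5 in promoters and 1 exonic. Csf2rb2, the exception, had no peak nearest to it in either replicate, and 6 shared regions lay within 50 kb of its TSS with another gene's TSS closer. The paper, in contrast, lists Csf2rb2 among the genes nearest to peaks of all its factors, SMAD4 included. Whether other gene models or another peak set account for this difference was not tested. Cd36 had 10 shared regions, the strongest in an intron at chromosome 5, 17833622 to 17834557 (folds 37.4 in replicate 1 and 48.7 in replicate 2). Abca1 had 8, the strongest in an intron at chromosome 4, 53120025 to 53120905 (22.1 and 35.6). Zeb2 had 6, the strongest 162206 bp upstream of its TSS at chromosome 2, 45279272 to 45280142 (22.1 and 32.0). Further shared regions lay within 10 kb of the Zeb2 gene body with another gene's TSS closer, the strongest at 44976262 to 44977147 (13.6 and 17.1). Spi1, which encodes PU.1, had 5 with folds no higher than 7.15 in replicate 1, among them a promoter region at chromosome 2, 91096612 to 91096843 (5.52 and 7.67). Cdh1 had 4, all intronic, with the strongest at chromosome 8, 106624700 to 106625271 (11.4 and 17.1).

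Mmp8 had 2 shared regions, 1 of them in its promoter at chromosome 9, 7558157 to 7558715 (10.7 and 18.6). Another 3 shared regions lay within 10 kb of the Mmp8 gene body with another gene's TSS closer, among them a stronger one in an exon inside the gene body, at 7567111 to 7567965 (22.1 and 37). Itgax, which encodes CD11c, had 2, the stronger in an exon at chromosome 7, 128133576 to 128134156 (16.2 and 25.3). Ppt1 had 2 intronic regions, the stronger at chromosome 4, 122847929 to 122848554 (13 and 19.4). Casp4 had 1, in its promoter at chromosome 9, 5308073 to 5308881 (7.47 and 14.0), and Rxra had 1, in an intron 3822 bp downstream of a TSS at chromosome 2, 27714206 to 27714615 (8.45 and 12.6). Tgfbr2, the gene of a TGFβ receptor, had 6. The strongest lay 2930 bp upstream of a TSS at chromosome 9, 116178084 to 116178700, with folds of 12.3 (37 fragments) and 21.7 (47 fragments). Replicate 2 had 7 further peaks nearest to Tgfbr2 that had no partner in replicate 1.

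**Figure D5:**
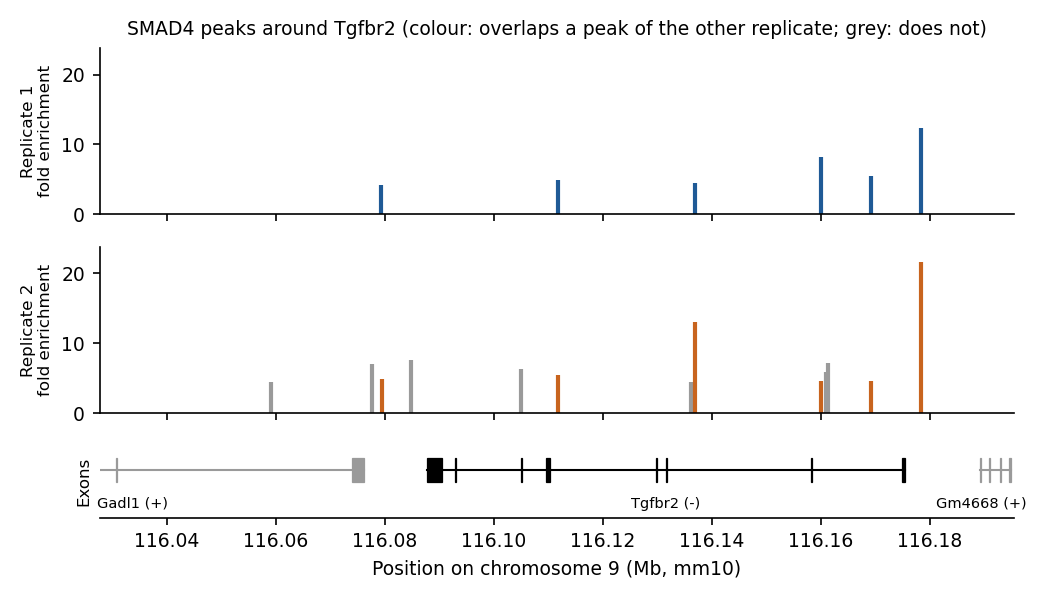
SMAD4 peaks around Tgfbr2 on chromosome 9 (116027695 to 116195363, mm10), with each bar at the middle of a peak, its height the fold enrichment and its width not to scale, above the exons of the genes in the interval. Replicate 1 has 6 peaks, all shared (coloured), and replicate 2 has 13, of which 7 are not (grey).

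Whether such genes had shared regions more often than others was tested against random protein-coding genes of matched length. Expression in AMs was not matched. The test therefore cannot tell an excess particular to a panel from one shared by expressed genes. Among all 20923 protein-coding genes, 4494 (21.5%) were nearest to at least 1 shared region. The 12 loci had 11 genes with a shared region, against 3.48 ± 1.55 (SD) in random panels (two-sided permutation p = 0.0002, the smallest that 10000 panels can give; adjusted p = 0.0004). Of 17 further genes that the study names as RXR-bound, 15 had one, against 3.57 ± 1.63 (adjusted permutation p = 0.0004), with Cebpb and Cd69 lacking one. Both of these did have shared regions within 50 kb of their TSS, with another gene's TSS closer. By that wider rule all 17 genes of the panel had one. This panel leaves out Spi1, Csf2rb2, Tgfbr2 and Abca1, which the study also names as RXR-bound and which the panel of 12 loci holds. With these 4 put back, a panel chosen after the data were seen, 18 of 21 genes had a shared region, against 4.77 ± 1.86 (adjusted permutation p = 0.0004). The study chose both lists from these or related libraries, so they are not independent evidence. Among 15 TGFβ and SMAD pathway genes, 8 had a shared region, against 3.52 ± 1.58 (two-sided permutation p = 0.0168, adjusted p = 0.0224). With the peaks of replicate 2 alone, that panel missed the threshold (9 of 15 genes, adjusted permutation p = 0.072; range over its alternatives 0.0029 to 0.072). Of 15 genes of other lineages, 2 had a shared region (Alb and Scgb1a1), against 1.95 ± 1.3 (adjusted permutation p = 1).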

Values the study reported

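The study reported 756 regions in which the binding of STAT5, SMAD4, RBPJ and RXRα overlapped by at least 1 nucleotide. Of those regions, 5.95% were in promoters, 43.52% were intergenic and 46.30% were intronic. The denominator there is the regions common to all of these factors, not the SMAD4 regions alone. The study also reported 1342 genes that were nearest to peaks of every one of these factors. It names Spi1, Csf2rb2 and Tgfbr2 among them.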

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

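Chosen after the data were seen were the ranking of shared regions by summit pileup over the genome-wide background, the ranking of permuted strings by summit to flank ratio and the panel of 21 RXR-bound genes. The other alternatives, matching on fold enrichment included, were set beforehand. None of the 200 alternative values reversed a result that passed its threshold.

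Peak counts stayed within 1.5 times the deposited ones in all alternatives but 1. A minimum fold enrichment of 5 left 9854 peaks in replicate 1, fewer by construction. The stricter q-values left at least 14850 peaks in replicate 1 and 18006 in replicate 2. Neither list held duplicate intervals or other chromosomes, so those alternatives changed nothing. The number of shared regions was 8672 with summits within 100 bp, 8925 with 50% reciprocal overlap and 8290 at a minimum fold of 5. With the 5000 peaks of smallest q it was 3964, which is bounded by the list length. The overlap stayed above every random placement in all schemes (permutation p = 0.001, the smallest possible), and the ratio to random was smallest, 103 for both lists, where placed peaks kept their distance class from a TSS. Rank agreement was 0.793 by summit pileup over background, outside the bootstrap interval of the reported rho, and the cause was not tested. Pearson's r of log2 fold enrichment was 0.842, but it is a different coefficient, to which that interval does not apply. No value without a replicate was possible for shared regions, their overlap and their ranks, which need both lists, and for the promoter odds ratios each list already has its own value.

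A promoter of 3 kb either side of a TSS raised the promoter share to 17.6% and lowered the intron share to 42.3% and the intergenic share to 37.4%, as the wider class takes positions from the others. The promoter share of random positions rose too, to 5.93%, so that the ratio fell to 2.96. Protein-coding genes alone moved the intron share to 46.8% and the intergenic share to 44.2%, since fewer genes cover less sequence. Single lists gave intron shares of 46.5% to 47.2% and intergenic shares of 40.9% to 44.9%. The promoter odds ratios stayed on opposite sides of 1 in the 2 lists under both alternatives, with 2.20 and 3.56 in replicate 1 and 0.787 and 0.530 in replicate 2.

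The number of consensus strings more frequent at summits was 8 to 11 in the alternatives that kept flanks as the control. Against permuted strings it was 6 by summit share and 5 by summit to flank ratio, with only 20 permuted strings each and an unadjusted permutation p that cannot go below 0.0476. Of 104 alternative values for single strings, 87 kept their side of the threshold, 10 lost it and 7 gained it. Summit share against permuted strings accounted for 5 of the losses and 2 of the gains, and the ratio for 4 of the losses. CEBP, PU.1 and the ELF5-type string passed under every alternative. RUNX passed under all but the ratio against permuted strings, where 2 of 20 were as high (permutation p = 0.143), and AP-1 and STAT5 under all but the summit share against permuted strings. Between 11 and 12 of the 12 loci had a shared region under every assignment. The ratio of the TGFβ and SMAD panel to random panels was 1.77 to 2.0 with single lists, and the lower value, from replicate 2 alone, no longer passed (adjusted permutation p = 0.072); the cause was not tested. Adjusted p of that panel ranged from 0.0029 to 0.072 over its alternatives. The other panels kept their side of the threshold.

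Little can be said of single weak peaks, and whether depth is the reason was not tested. The weakest peaks rest on 9 fragments in replicate 1 and 7 in replicate 2, and 51.4% of replicate 1 peaks and 36.6% of replicate 2 peaks in the fourth group of 10 by fold enrichment had a partner, compared with 98.2% and 94.0% in the eighth.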

Other observations

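The tests on a shared control library, on collapsed copies, on GC content as the whole of the promoter difference and on GC content outside promoters were chosen only after the result was seen. The promoter odds ratios matched on fold enrichment were set before the data were seen, and only their use as a test of weak peaks was chosen after they were seen. The design has 1 group, so no biological explanation was tested for any pattern. Each pattern was noticed and tested in the same lists, so every explanation left open is a hypothesis.

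The unshared peaks of the 2 replicates differed in kind. Summit windows of replicate 1 only peaks had a GC content 11.3 percentage points below those of replicate 2 only peaks. Fewer promoters did not account for this, as the gap was 10.5 points outside promoters. The greater depth of replicate 1 did not either, with a gap of 11.2 points when its peaks were held to the pileup that replicate 2 needed after scaling. Among windows free of masked repeat bases the gap was smaller, at 6.70 points, so repeats were not the whole cause and a part from repeats stays open. A GC bias of 1 library against the other remains a candidate explanation. It predicted the same slope inside regions that both libraries detected, and the median log2 ratio of replicate 1 over replicate 2 pileup fell from 0.17 among the 10% of shared regions lowest in GC to -0.18 among the 10% highest, a difference of -0.35 (bootstrap 95% interval -0.39 to -0.30). If there is such a bias, which library departs from the true composition is open. Whether it would arise in tagmentation, in amplification or elsewhere was not tested.

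The same bias, if present, may carry the opposite promoter shares of unshared peaks. The promoter odds of replicate 2 only over replicate 1 only peaks were 4.63, and 1.52 within classes of GC content. The lower bound of that value was 1.23, which covers counting error only. GC content can still differ within a class, so whether it was the whole difference stays open. Because promoters are themselves rich in GC, how much of the difference GC explains cannot be told apart from a promoter effect. Weak peaks were not the cause, since matching on fold enrichment left the odds ratio of shared over unshared peaks at 0.530 in replicate 2 and 3.56 in replicate 1. The odds ratio of replicate 2 only over replicate 1 only peaks was 3.6 among windows without masked repeat bases, so repeats were not the whole difference, and 4.60 after depth scaling of replicate 1.

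Both lists appear to share a control. Above the background, 82.2% of control levels in replicate 1 were whole multiples of 0.784 and 82.5% in replicate 2 were whole multiples of 0.463 (within 0.004). The background level over this step gives the control depth, and this depth in replicate 1 was 1.0 times that in replicate 2. At 267 shared regions with summits within 10 bp and a control count in both lists, the counts were equal in 86.1% (exact 95% interval 81.4 to 90.1), compared with 37.9% in shuffled matches and at most 45.3%. Shuffling breaks the match of sites, and separate inputs could still be high at the same sites. The shuffled matches therefore do not give the share expected of separate inputs. The equal control depth still makes a single input or a pool of both the likely control.

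Most peaks found in 1 replicate only may be sites near the calling threshold. In the top 10% by fold enrichment 100% of peaks had a partner in both lists. Chance pileups are not enough to explain the replicate 2 only peaks as a set. CEBP strings were at 15.5% of their summits and 5.43% of their flanks (ratio 2.85, exact McNemar p = 6.87e-95). For replicate 1 only peaks the shares were 17.5% and 6.63% (ratio 2.64, exact McNemar p = 6.14e-65). Their summit windows had a mean GC content of 32.0%, and the CEBP string is itself poor in GC. Flanks matched on GC content were not used for these peaks, so chance pileups stay open in replicate 1.

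CEBP strings were more frequent among the stronger peaks of each list. In 10 groups by fold enrichment, their share of summit windows (all of 1 width) stayed between 16.4% and 17.8% over groups 1 to 6 of replicate 1 and reached 30.4% in the highest group. In replicate 2 it stayed between 14.9% and 15.5% over groups 1 to 4 and reached 31.8%. Between the lowest and the highest group, within each of 3 GC classes in both lists, the gap was at least 10.1 percentage points, so GC content was not the whole cause. GC content was the only other explanation tested. The lowest groups also had the smallest shares of peaks with a partner (31.3% in replicate 1 and 19.2% in replicate 2, against 100% in the highest groups). Whether this lowers their CEBP share was not tested. A link between CEBP sites and SMAD4 signal remains a hypothesis.

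Chromosome X had few peaks, with 1.43 per Mb against 6.73 on the autosomes in replicate 1 and 1.85 against 7.81 in replicate 2. The lowest autosome had 5.56 and 6.0. Fewer start sites do not account for all of it, as peaks per TSS on X were at most 0.367 of the autosomal value. A single X copy was approximated by halving autosomal pileups, which still left at least 2.13 times the density of X. Repeats do not account for all of it, with at most 0.296 of the autosomal density per unmasked Mb. The sex of the mice was not used here. What lowers the density on X stays open.

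The widest peak of both lists was on chromosome 17, at 39843059 to 39848809 in replicate 1 and 39843025 to 39848825 in replicate 2. It covers an 18S ribosomal RNA pseudogene (Rn18s-rs5, at 39846354 to 39848202), named here after its values were seen. The control level at its summit was 25.3 times the background in replicate 1 and 22.8 times in replicate 2, which is consistent with reads from many ribosomal copies collapsed onto 1 locus. Its fold enrichment was 4.52 in replicate 1 and 11.2 in replicate 2.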
